# Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets

**DOI:** 10.1371/journal.pone.0001504

**Published:** 2008-01-30

**Authors:** Mehmet Somel, Hilliary Creely, Henriette Franz, Uwe Mueller, Michael Lachmann, Philipp Khaitovich, Svante Pääbo

## Abstract

Although the human diet is markedly different from the diets of closely related primate species, the influence of diet on phenotypic and genetic differences between humans and other primates is unknown. In this study, we analyzed gene expression in laboratory mice fed diets typical of humans and of chimpanzees. The effects of human diets were found to be significantly different from that of a chimpanzee diet in the mouse liver, but not in the brain. Importantly, 10% of the genes that differ in their expression between humans and chimpanzee livers differed also between the livers of mice fed the human and chimpanzee diets. Furthermore, both the promoter sequences and the amino acid sequences of these diet-related genes carry more differences between humans and chimpanzees than random genes. Our results suggest that the mouse can be used to study at least some aspects of human-specific traits.

## Introduction

Genome sequences from humans and closely related primate species are collected at an increasing rate with the hope of gaining insights into the genetic underpinnings of the human phenotype. However, beyond DNA sequence differences between humans and other primates, such as the chimpanzee, these species experience large environmental and cultural differences. This raises the question of how much of the phenotypic differences observed between humans and other primates are caused by such non-genetic differences.

One example of a cultural difference between humans and chimpanzees is diet. The human diet, despite a multiplicity of local idiosyncrasies, consistently differs from those of other primates in such aspects as high caloric and protein content as well as cooking, *i.e*. heat processing prior to ingestion [1]–[6]. It is plausible that different diets result are correlated with physiological states in humans and chimpanzees and that such states may be physiological responses in the individual to different dietary contents as well as genetically fixed evolutionary adaptations to dietary differences (e.g. see [4], [7], [8]). That diets can cause genetic adaptations is illustrated by lactase persistence in dairying populations [9] and higher copy numbers of the amylase gene in groups consuming starch-rich foods [10].

Although gene expression differences between humans and chimpanzees in multiple tissues have been described [11]–[14], the role of dietary differences on these expression differences awaits investigation. Generally, the gap between genomic and phenotypic features is particularly difficult to bridge when studying traits fixed among humans, since most experimental approaches cannot be applied to humans or higher primates. This leaves model organisms, such as rodents, as one of the few tools available where functional manipulations may allow differences between humans and other primates to be analyzed with respect to their environmental or genetic causes.

Here, we use laboratory mice to analyze, first, to what extent human and chimpanzee diets induce differences in gene expression, and, second, whether such differences may be similar to gene expression differences seen between humans and chimpanzees. Finally, we show that the rate of evolution of genes affected by diet in both the rodents and the primates is higher than for average genes in the human and chimpanzee genomes.

## Results

We fed four groups of six 8-week-old female mice one of four diets *ad libidum*: first, the mouse pellet diet on which they were raised; second, a diet consisting of vegetables, fruit and yogurt identical to the diet fed to chimpanzees in our ape facility; third, a diet consisting of cooked food eaten in our Institute's cafeteria; fourth, a diet consisting exclusively of McDonald's fast food (Table S1).

After two weeks, we examined gene expression in liver and brain. 

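Brain RNA was from the right cerebral hemisphere of 24 female mice, 6 on each of the 4 diets. The mice were 8 weeks old at the start and ate their diet for 2 weeks. RNA of 3 mice per diet was processed in each of 2 batches, and each mouse gave 1 Affymetrix mouse genome array, so that arrays of 1 diet are replicates of separate animals. The deposited brain values are the authors' log2 expression levels of 45101 probe sets, made with the “rma” method. Actb and Gapdh, genes present on the array as controls, had mean log2 levels of 12.44 ± 0.59 and 12.18 ± 0.54 (SD, n = 6) on the chimpanzee diet and of 12.19 ± 0.67 and 11.93 ± 0.62 (SD, n = 6) on the pellet diet. The values given with the brain results cover 13839 features with a mean log2 level of at least 4.07, of which 11645 are genes, each read from 1 probe set, and 2194 are probe sets without gene annotation. Diets were compared in limma with batch as a term, over all 24 arrays. Before the data were examined, 36 lists of genes were fixed, 18 of pathways and 18 of markers of cell types and brain regions, and 77.7% of their genes were measured. On simulated arrays with the measured means and spread within diet and batch, and known differences between the human and chimpanzee diets, limma recovered 98% of features changed by 1 log2 and 55% of features changed by 0.5 log2. These simulated arrays held no diet-batch interaction, which 7017 of 13839 features had in the measured arrays, so that recovery there can be lower. The number of arrays limits the precision, and the detection p-values behind the paper's set of expressed genes are not in the deposited table, so that the mean level was used in their place.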

Using an ANOVA and permutation test, we find significant expression level differences among mice fed the four diets in liver, but not in brain (one-sided permutation test *p*<0.001 and *p* = 0.16, respectively; Table S2). Similarly, when the effects of particular diets on liver gene expression are compared, all pairs of diets show significant differences from each other (one-sided permutation test *p*<0.02) with one exception: The cafeteria and fast food diets are indistinguishable in terms of liver gene expression (*p* = 0.14; Table S2). 

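In brain, 6 genes changed among the 4 diets. Per2, a repressor within the circadian clock, had a mean log2 level of 6.48 ± 0.15 (SD, n = 6) on the chimpanzee diet, 6.11 ± 0.21 on fast food, 5.81 ± 0.16 on the cafeteria diet, where 1 array lay at 5.50, and 5.01 ± 0.54 on pellets (adjusted p = 0.0028 from limma's F test). Sfxn5, a transporter of the mitochondrial membrane, ranged from 6.67 ± 0.37 on pellets, where 1 array lay at 5.96, to 7.73 ± 0.42 on fast food (SD, n = 6; adjusted p = 0.013). Inpp4a, a phosphatase of inositol lipids, ranged from 7.16 ± 0.11 on pellets to 8.03 ± 0.34 on fast food (SD, n = 6; adjusted p = 0.026). Tmem181a, which encodes a membrane protein, and Klf13, a zinc finger transcription factor, also had their lowest mean on pellets and their highest on fast food, and Ttyh2, of a family of chloride channels, had its lowest on the chimpanzee diet, at 5.91 ± 0.24, and its highest on fast food, at 6.78 ± 0.37 (SD, n = 6). Of the 13839 features, 739 had an unadjusted p under 0.05. By the methods' two-way test, in which 7664 genes were left after 12488 of 21996 probe sets with a diet-batch interaction were removed, 195 genes (2.54%) had a p under 0.01 for diet. The median over 100 draws of the diet labels within batch was 0.600%, and 7 of the 100, the real labels included, gave as high a share (one-sided permutation test, p = 0.07). The 6 calls became 1 without fast food batch 1 replicate 3 or without fast food batch 2 replicate 1, and 27 and 5977 features passed when the arrays of labelled batch 1 and of labelled batch 2 were tested alone. These last counts do not measure diet alone, since the pellet arrays ran against the batch difference of the other diets. In labelled batch 2 the log2 signal of 18S ribosomal RNA was 5.92 to 6.42 on pellets and 4.88 to 5.15 on the other diets. From its permutation test on the number of genes that differ among the diets, the paper concludes that diet changes expression in liver and that no significant difference is found in brain.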

We therefore decided to treat these two human diets together. We find that when the human diets are compared to the chimpanzee diet, 830 of the 13,168 expressed genes, or 6.3%, are affected in the mouse liver (one-sided permutation test *p* = 0.030; Figure 1; Table S3).

**Figure 1:**
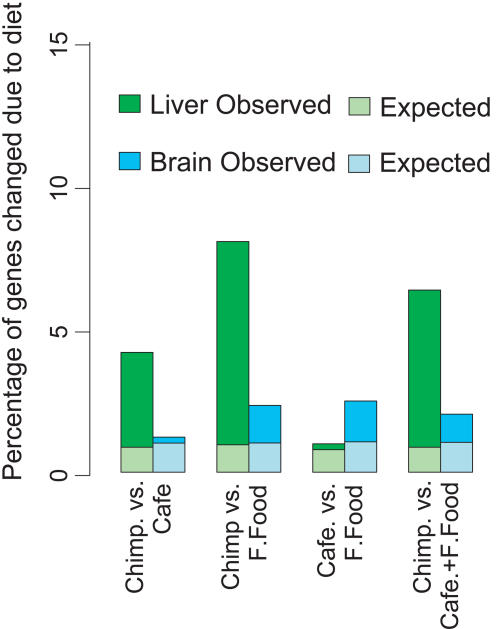
The effects diet on gene expression in mice. The height of each column indicates the percentage of genes showing expression differences (at ANOVA p<0.01) between mice fed two different diets, in liver (green) or brain (blue). The lighter coloured stem of each column shows the percentage of diet-related genes that would be expected by chance alone, calculated by means of 1,000 permutations. The labels are: Chimp-chimpanzee diet; Cafe-human cafeteria diet; F.Food-human fast food diet; Cafe+F.Food-human cafeteria and fast food diets together.

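In brain, Dusp4, a phosphatase that acts on MAP kinases, and Egr2, a zinc finger transcription factor that neuronal activity induces, differed in mean between the 3 foods other than pellets by amounts that did not pass the test. Dusp4 had a mean log2 level of 5.31 ± 0.27 (SD, n = 6) on the chimpanzee diet, 4.67 ± 0.26 on the cafeteria diet and 4.84 ± 0.12 on fast food, where 1 array lay at 5.06. Egr2 was at 5.89 ± 0.55 (SD, n = 6), 4.98 ± 0.49 and 5.52 ± 0.47 in the same order. limma called 0 of 13839 features in each of these 3 pairs, where 197 features between the chimpanzee and cafeteria diets, 252 between the chimpanzee and fast food diets and 91 between the cafeteria and fast food diets had an unadjusted p under 0.05. With only the arrays of the compared diets in the fit, 2 features passed in limma between the chimpanzee and cafeteria diets, 1 between the chimpanzee and fast food diets and 0 between the cafeteria and fast food diets. The methods' two-way test with Benjamini-Hochberg adjustment called 0 features in each pair. At its unadjusted p under 0.01, that test gave 286 of 13640 genes (2.1%) between the cafeteria and fast food diets, 263 of 13469 (1.95%) between the chimpanzee and fast food diets and 139 of 13584 (1.02%) between the chimpanzee and cafeteria diets. The medians of 100 draws of the diet labels within batch were 1.03%, 0.832% and 0.861% for these pairs. Of the 100 draws, the real labels included, 20, 23 and 41 gave as high a share (one-sided permutation tests, p = 0.2, 0.23 and 0.41). With the cafeteria and fast food diets pooled, 267 of 13426 genes (1.99%) differed from the chimpanzee diet, at a median of 0.715% over the draws (p = 0.17 from the same permutation test).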

We then compared these genes affected by human and chimpanzee diet differences in mouse to the 1,169 orthologous genes that differ in expression when human and chimpanzee livers are compared [13]. 10%, or 117 of the genes differentially expressed between human and chimpanzee livers were also among the genes affected by human and chimpanzee diet differences, a proportion larger than expected by chance (one-sided permutation test, *p = *0.001; Figure 2). Thus, using mice fed just two distinct human diets and one chimpanzee diet, it is possible to replicate some of the expression differences observed between humans and chimpanzees. By contrast, expression differences between the original mouse pellet diet and the two human diets (8.9% of genes; Table S3) did not overlap significantly with expression differences observed between human and chimpanzee livers (Table S4). Since mouse pellets, unlike the model chimpanzee diet, have high caloric and protein content and are heat processed, the gene expression differences between humans and chimpanzees seen also in mice fed chimpanzee and human diets (Figure 2) are likely to reflect effects induced in the liver by components of the human and chimpanzee diets, respectively.

**Figure 2:**
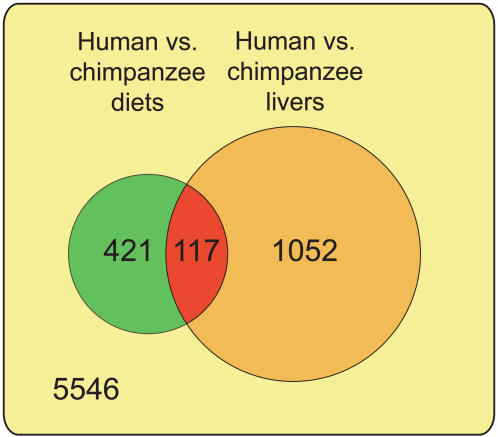
Overlap between liver gene expression differences in mice and primates. The numbers of human-mouse orthologous genes differentially expressed (at ANOVA p<0.01) between mice fed human diets and a chimpanzee diet in liver (green circle), and genes differentially expressed (at t-test p<0.01) between human and chimpanzee livers (orange circle). The number in the overlap between the two circles (red) indicates genes showing significant expression differences in both data sets. A total of 5,546 genes with detectable expression in both data sets show no significant expression differences in either data set.

A total of 117 genes are differentially expressed both between mice fed human and chimpanzee diets and between humans and chimpanzees in liver (Table S5). We find that these 117 putatively diet-related genes have higher absolute effect sizes (mean differences between groups in units of standard deviation) for human-chimpanzee expression differences than 1,052 non-diet-related genes differentially expressed between human and chimpanzee livers (one-sided Mann-Whitney U test *p* = 0.022). In other words, diet-related genes exhibit larger expression divergence than most differentially expressed genes in liver. 92 of these 117 genes (78%) show up-regulation under the human diet compared to the chimpanzee diet in mouse, but interestingly, there is no significant correlation between the direction of change in mouse under the two diet conditions and the change seen between humans and chimpanzees (Fisher's exact test *p* = 0.6; Table S6; Figure S1). In terms of their functional roles, the 117 diet-related genes are significantly overrepresented in seven biological process categories in the Gene Ontology [15] compared to other genes differentially expressed between human and chimpanzee livers. Notably, five of these categories are involved in metabolism in a broad sense (Table 1). Furthermore, using orangutan gene expression data as an outgroup [16], we observe that the expression levels of these 117 genes are more similar between orangutan and chimpanzees than between orangutan and humans than is the case for other genes differently expressed between human and chimpanzee livers (one-sided permutation test *p = *0.047; Table S7). This would be expected if the effects of the chimpanzee and the orangutan diets were more similar to each other than either were to the effects of the human diets.

**Table 1:** Biological processes significantly enriched in genes potentially involved in human-chimpanzee dietary differences.

Gene Ontology category	# Diet-related genes (total 87)^a^	# Non-diet-related genes (total 711)^b^	*p*-value for enrichment^c^
Vitamin metabolism	3	1	0.005
Sodium ion transport	3	1	0.005
Amino acid biosynthesis	4	2	0.002
Positive regulation of transcription	4	4	0.007
Amino acid and derivative metabolism	11	17	0.006
Carboxylic acid metabolism	15	32	0.003
Organismal physiological process	17	63	0.003

a The number of human genes with mouse orthologs showing expression differences between humans and chimpanzees and between mice fed human and chimpanzee diets in liver, and are found within the relevant GO category.

b The number of human genes with mouse orthologs showing expression differences between humans and chimpanzees in liver, but not between mice fed human and chimpanzee diets, and are found within the relevant GO category.

c Hypergeometric test *p*-value for the GO category being enriched in diet-related genes relative to control genes.

In order to gauge the rate of evolution of the 117 genes affected by diet, we compared the DNA sequence divergence in their promoter regions [13] between humans and chimpanzees and the inferred amino acid sequences of their encoded proteins [17] to (*i*) all orthologous human and mouse genes that differ in gene expression between human and chimpanzees in liver, (*ii*) all human-mouse orthologs expressed in human or chimpanzee livers, and (*iii*) all human-mouse orthologs irrespective of their expression in liver. We find that both the promoter sequences (one-sided permutation test *p = *0.01, 0.06, 0.04, respectively) and the amino acid sequences (*p = *0.002, <0.001, 0.043, respectively) evolve faster in the 117 genes than in the latter sets of genes (Figure 3; Table S8). We also tested whether there is any significant overlap between the 117 genes that are affected by diet and differ in expression between humans and chimpanzees and either genes positively selected in their promoters in the human and chimpanzee lineages recently published by Haygood *et al.* [18] or in their amino acid sequences recently published by Bakewell *et al.* [19]. We find no such significant overlaps. This may not be surprising given the presumably high false negative rate pertaining to the identification of relevant genes in our study as well as the other studies.

**Figure 3:**
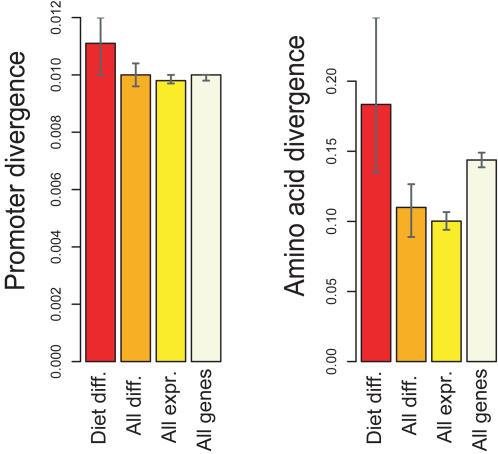
Sequence divergence of genes potentially involved in human-chimpanzee dietary differences. Median sequence divergence estimates between humans and chimpanzees is shown for promoter regions (left) and for amino acid sequences (Ka/Ki) (right). The error bars represent 95% bootstrap confidence intervals for the median, calculated by resampling from the divergence estimate distributions for each gene set 1,000 times. Diet diff.-Human genes with mouse orthologs showing diet-related human-chimpanzee expression differences in liver; All diff.-Human genes with mouse orthologs showing human-chimpanzee expression differences in liver; All exprs.-Human genes with mouse orthologs expressed in liver; All genes-All available human genes with mouse orthologs.

## Discussion

There are several noteworthy aspects of these experiments. Regarding the general influence of diet on gene expression, it is intriguing to compare the amount of expression differences we see-4–8% of genes change between mice fed different diets for two weeks (Figure 1)-to the amount of difference observed between humans and chimpanzees: 15% [13]. Although humans and chimpanzees consume different diets their entire lives, experience many environmental differences, and have diverged genetically for more than 10 million years, the amount of gene expression differences between the two species is only about two-fold larger than that of the mice fed different diets for two weeks. Although these two numbers are not directly comparable since the mouse experiments are more controlled than the human-chimpanzee comparison and thus have more power to detect difference, the extent of expression differences induced in the liver by a change in diet is impressive.

Another interesting observation is that changes in the organism's diet have very small effects on gene expression in brain. This is not necessarily expected, given that diet has been shown to influence brain function. For example, a high fat and sugar diet affects hippocampus function in mice [20] and a polyunsaturated fatty acid diet influences genes related to synaptic plasticity and learning in the rat brain [21]. 

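Between the human diets and the chimpanzee diet, immediate early genes, which neurons switch on when they are active, lay lower on the human diets. Of 21 measured, 6 were higher, the median log2 difference was −0.25 (−0.31 in batch 1 and −0.16 in batch 2), and the list passed in camera at an adjusted p of 1.4e-10, against an adjusted p = 0.32 with an estimated correlation. Nr4a3, a nuclear receptor of this group, had a mean log2 level of 7.82 ± 0.40 (SD, n = 6) on the chimpanzee diet, 7.12 ± 0.27 on the cafeteria diet and 7.22 ± 0.35 on fast food. Per1, which belongs to the clock and responds to activity and to glucocorticoids, was at 7.51 ± 0.34 (SD, n = 6), 6.84 ± 0.28 and 6.84 ± 0.20 on these diets. Its log2 difference was −0.67 (SE 0.13) and did not pass over all features (adjusted p = 0.15 from limma). Of 19 clock genes 3 were higher and the median was −0.14 (adjusted p = 1.1e-08, and adjusted p = 0.32 with an estimated correlation). Of 18 genes of the glucocorticoid response 3 were also higher, with a median of −0.14 (adjusted p = 2.4e-08, and adjusted p = 0.20 with an estimated correlation). Adjusted over the list alone, Per1 and Nr4a3 were lower among the immediate early genes, Per1, Per2 and Ciart among the clock genes, and Per1 and Sult1a1, a sulfotransferase, among the glucocorticoid genes. Each of these genes was also lower on pellets than on the chimpanzee diet, with Per1 at 6.72 ± 0.14 and Nr4a3 at 6.92 ± 0.46 (SD, n = 6). Their differences are thus not particular to the human diets, since the chimpanzee diet had the highest mean of all diets.

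Markers of several brain regions and cell types passed in camera between the same diets. Of 15 genes of oligodendrocytes and myelin 14 were higher on the human diets, with a median of 0.23 (adjusted p = 1.1e-07, and adjusted p = 0.38 with an estimated correlation). Adjusted over the list alone, Opalin, with a log2 difference of 0.39, and Gjb1, a gap junction protein of myelinating cells, with 0.36, were higher. Thalamus markers had a median of 0.31, with 14 of 15 higher (adjusted p = 4.3e-11, and adjusted p = 0.20 with an estimated correlation). Cerebellum markers had a median of 0.39, with 9 of 10 higher (adjusted p = 0.00061, and adjusted p = 0.40 with an estimated correlation). Cortex markers had a median of −0.13, with 2 of 14 higher, and of −0.03 and −0.24 in the batches (adjusted p = 0.0013, and adjusted p = 0.77 with an estimated correlation). All 20 measured genes of cholesterol synthesis were higher, by a median of 0.07 (adjusted p = 0.0035, and adjusted p = 0.78 with an estimated correlation). Of the 36 lists, 13 passed in camera with its preset correlation of 0.01, and 0 with an estimated correlation or in fry. Of 100 splits of the diet labels within batch, 38 gave 13 or more lists, so that chance is not excluded for them. Among single genes, limma called 0 of 13839 (277 had an unadjusted p under 0.05), and the methods' two-way test with Benjamini-Hochberg adjustment called 0. Among genes at an unadjusted p under 0.01 and of the same sign in both batches, Shox2, a homeobox gene, had the largest difference of those higher on the human diets, with 0.92 (SE 0.33), and Klf10, a transcription factor, the largest of those lower, with −0.72 (SE 0.23). With only the arrays of the compared diets in the fit, 7 features passed in limma, among them Per2 (adjusted p = 0.0078), Sfxn5 (adjusted p = 0.022) and Dusp4 (adjusted p = 0.037).

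**Figure D1:**
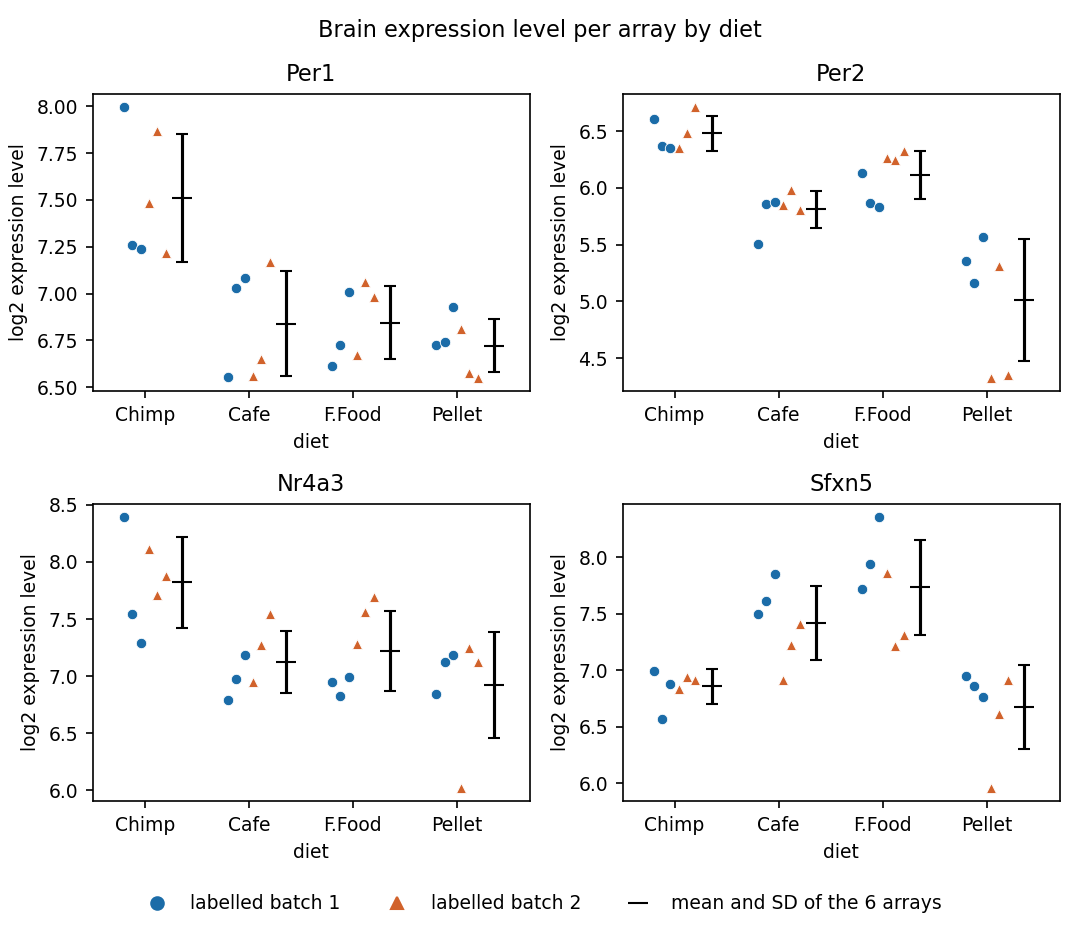
Log2 expression level of Per1, Per2, Nr4a3 and Sfxn5 in each brain array, by diet, with circles for labelled batch 1, triangles for labelled batch 2 and bars for the mean and SD of 6 arrays. For Per1 the lowest array of the chimpanzee diet is at 7.22 and the highest of the human diets at 7.17; for Per2 these are 6.35 and 6.32.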

Strikingly, among the diets used in this study, only the human fast food diet had any detectable effect on gene expression in brain. This raises intriguing questions about the effects a fast food diet may have in the brain over longer times of exposure.

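Mice on fast food were set against those on the cafeteria and chimpanzee diets together. Tmem181a had a mean log2 level of 8.70 ± 0.21 (SD, n = 6) on fast food, 8.23 ± 0.21 on the cafeteria diet, where 1 array lay at 8.62, and 7.84 ± 0.21 on the chimpanzee diet, a log2 difference of 0.66 (SE 0.13, adjusted p = 0.48 from limma). Rpl14, a ribosomal protein gene, differed by 0.65, and Gm2a, which encodes the activator of ganglioside breakdown, by 0.40. Mid1, a ubiquitin ligase on microtubules, was at 4.19 ± 0.86 (SD, n = 6) on fast food, 5.67 ± 0.38 on the cafeteria diet and 5.44 ± 0.84 on the chimpanzee diet, where 1 fast food array lay at 5.87 and the lowest chimpanzee array at 3.85. None of these passed, since limma called 0 of 13839 features (162 had an unadjusted p under 0.05) and the methods' two-way test with Benjamini-Hochberg adjustment called 0, but with only the arrays of the compared diets in the fit Tmem181a passed in limma (adjusted p = 0.0068). Genes of lipid synthesis were higher on fast food as groups in camera. For cholesterol synthesis 19 of 20 genes were higher, with a median log2 difference of 0.14 (adjusted p = 0.0036, and adjusted p = 0.83 with an estimated correlation). For fatty acid synthesis 20 of 21 were higher, with a median of 0.11 (adjusted p = 0.030, and adjusted p = 0.90 with an estimated correlation). All 21 heat shock and chaperone genes were higher, by a median of 0.10 (adjusted p = 0.012, and adjusted p = 0.90 with an estimated correlation). Markers of myelin, 15 of 15 higher by a median of 0.21, and of the thalamus, 14 of 15 higher, also by a median of 0.21, passed in camera too (adjusted p = 4.4e-05 and 0.0029, and adjusted p = 0.83 for both with an estimated correlation). Of the 36 lists 12 passed, and 31 of 100 splits of the diet labels within batch gave 12 or more, so that chance is not excluded for them. The methods' two-way test gave 388 of 13615 genes (2.85%) at a p under 0.01, at a median of 0.801% over 100 draws of the diet labels, of which 8 gave as high a share (one-sided permutation test, p = 0.08).

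Between pellets and fast food, 5 genes were lower on pellets and none higher in limma, while 2981 features had an unadjusted p under 0.05. Klf13 was at 7.44 ± 0.06 (SD, n = 6) on pellets and 8.12 ± 0.23 on fast food, a log2 difference of −0.68 (SE 0.10, adjusted p = 0.0054). Tmem181a differed by −1.03, Sfxn5 by −1.06, Per2 by −1.10 and Inpp4a by −0.87. Adjusted over the list alone, Cry1, a repressor of the clock, was lower, with 4.50 ± 0.29 (SD, n = 6) on pellets, where 1 array lay at 3.95, and 5.14 ± 0.14 on fast food, as were Foxo3, a transcription factor that insulin holds back, with a log2 difference of −0.49 and 1 fast food array at 7.95, and Igf1, a growth factor, with −0.39. Within labelled batches 1 and 2 the differences were −0.37 and −0.91 for Cry1, −0.16 and −0.83 for Foxo3, and −0.20 and −0.59 for Igf1. Markers lower over their lists alone were Cux2 of the cortex (−0.66, and −0.48 and −0.85 in the batches) and 2 of the olfactory bulb. These were Pbx3 (−1.07, and −0.30 and −1.84) and Dlx5 (−0.37, and −0.42 and −0.32). Htr1b, a serotonin receptor, had a difference of −1.19, with 1 pellet array at 3.21, that did not pass (adjusted p = 0.22). None of the 21 heat shock and chaperone genes was higher on pellets, with a median of −0.36, which was 0.09 within labelled batch 1 and −0.92 within labelled batch 2 (adjusted p = 0.018, and adjusted p = 0.98 with an estimated correlation). Such a count was not particular to this list. Among lists that did not pass, 0 of 34 genes of oxidative phosphorylation, 0 of 21 of synaptic plasticity and 1 of 17 neuron markers were higher. Ependyma markers, 7 of 8 higher by a median of 0.28, and blood markers, 4 of 4 higher by 0.43, also passed in camera (adjusted p = 0.0049 and 0.015, and adjusted p = 0.73 and 0.43 with an estimated correlation). Their medians were 0.08 and 0.02 within labelled batch 1 and 0.46 and 0.42 within labelled batch 2. These 3 lists passed, and 77 of 100 splits of the diet labels within batch gave 3 or more. In the test of this pair, 1 pellet array stands apart from the other 23, with a median correlation to them of 0.820. None of the 5 calls was left with only the arrays of these diets in the fit, where limma called 0 features, and the methods' two-way test with Benjamini-Hochberg adjustment also called 0. Without pellet batch 1 replicate 3, 8 features passed in limma, and with the spike-in level as a covariate 49. With the batch labels of the pellet arrays exchanged, 1706 features passed, 13.4% of them higher on pellets. With pellet batch 2 replicate 1 also left out, 712 passed, 7.87% of them higher on pellets. The covariate and the exchange were chosen after the data were seen.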

The two human diets differ drastically in terms of both their composition (Table S1) and their consequences for the mice in terms of weight gain (Materials and Methods). We were hence surprised to find a lack of significant differences in gene expression between the two human diets in the liver (Figure 1). This suggests that some common feature of the two human diets, which distinguishes them from both the mouse pellet and the chimpanzee diet, is responsible for these expression differences. For example, both human diets contain meat and involve cooking, features common to all or almost all human diets [2], [3], [5]. Although the common features responsible are unknown, this observation suggests that the expression changes observed in the mice represent responses to common human dietary features, rather than to the particularities of the specific diets.

The fact that genes that differ in their expression both between the mice fed human and chimpanzee diets and between humans and chimpanzees evolve faster than other genes in their promoter regions as well as their amino acid sequences suggests that changes in dietary regimes may have caused some genetic adaptations in the human and chimpanzee genomes. That dietary changes can result in genetic adaptations is illustrated, for example, by persistence of lactase expression in adults in certain human populations [9]. Alternatively, it is conceivable that certain dietary changes in human evolution, such as increased nutritional quality and a reduced need for detoxification due to the introduction of cooking, have caused a relaxation of selective constraints on diet-related genes [7]. Further work is needed to clarify this.

## Materials and Methods

### Mouse feeding regimes and array hybridization

We fed 24 female NMR1 mice one of four diets for two weeks, with six mice per diet group (Table S1). The mice were aged 8 weeks at the start of the experiment. Littermates were distributed symmetrically among groups to achieve highest possible homogeneity across groups. Water was provided *ad libidum*. The experiments described in the study were approved by the Ethics Review Committee for Animal Experimentation of the Regierungspräsidium, Leipzig. General health, behavior, and body weight of the mice were monitored throughout the study. We note that within these two weeks, the mice fed the fast food diet gained significantly more weight than the other groups (Mann-Whitney U test, *p*<0.05; Figure S2).

At the end of the 2-week period, all mice were sacrificed by cervical dislocation and liver and brain (right cerebral hemisphere) tissue were dissected. RNA was extracted from the 24 liver and brain samples as described previously [13], and processed in two batches. Both batches contained equal numbers of individuals from all diet groups. Five micrograms of RNA was used to generate labeled cRNA according to the standard Affymetrix protocol (http://www.affymetrix.com/support/technical/manual/expression_manual.affx) that was hybridized to Affymetrix® GeneChip® Mouse Genome 430 2.0 arrays. No technical replication was conducted. All expression data was deposited in NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession numbers GSE6285 and GSE6297.

### Data preprocessing

Using the “affy” package from the R Bioconductor software [22], probe set expression levels (a probe set is a group of oligonucleotide probes designed to detect the expression of single gene) were calculated using the “rma” (robust multichip average) method, which includes log transformation of expression levels and quantile normalization. Detection *p*-values were calculated using the “mas5” method in the same package and only probe sets detected at *p*<0.05 in at least two individuals were included in further analyses. One mouse brain sample from the pellet diet group showed high levels of RNA degradation (data not shown), and was therefore excluded from further analysis.

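Actb and Gapdh, a cytoskeletal and a glycolytic gene, each have probe sets at the 3′ and the 5′ end of their transcript, and RNA degradation raises the 3′ signal over the 5′ signal. The mean of both log2 differences was 0.262 ± 0.074 (SD, n = 6) on pellets and 0.263 ± 0.045 (SD, n = 18) on the other diets (exact permutation test, two-sided, over 134596 splits of all 24 arrays, p = 0.97). For Actb alone the pellet arrays lay at 0.478 ± 0.105 and the others at 0.501 ± 0.076 (SD; exact permutation test, p = 0.57). For Gapdh alone they lay at 0.046 ± 0.050 and 0.025 ± 0.038 (SD; exact permutation test, p = 0.30). The pellet arrays had 0.299, 0.193 and 0.262 in labelled batch 1 and 0.240, 0.191 and 0.388 in labelled batch 2, the last being the highest of all 24 arrays. The array with 0.240, pellet batch 2 replicate 1, differs from the rest in another way, since its 3′ signals of Actb and Gapdh were the lowest, at 11.10 and 10.92, and its log2 values had an SD of 1.58 against 1.81 to 2.06 in the other 23. The deposited brain table holds 6 pellet arrays, the methods leave 1 of them out, and neither the paper's text nor the labels say which, so that all 6 were used (n = 6 here and n = 5 in the paper).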

### Testing for diet effects on gene expression

For each probe set we conducted a two-way ANOVA with diet and batch as factors, and compared pairs of diets using the Tukey HSD *post hoc* test (we utilized the “TukeyHSD” function in the R “stats” package). The batch in which an array was processed had a significant effect on gene expression profiles (data not shown). 

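Ribosomal RNA, a measure chosen after the data were seen, differed between the batches. The mean log2 signal of the 3 control probe sets for 18S rRNA, the RNA of the small ribosomal subunit, was 6.10 ± 0.23 (SD, n = 9) in batch 1 and 5.02 ± 0.10 (SD, n = 9) in batch 2 over the chimpanzee, cafeteria and fast food diets, with no overlap. On the pellet diet the order was the opposite, with 4.96 to 5.51 in labelled batch 1 and 5.92 to 6.42 in labelled batch 2. Across the genes the same holds, since the difference between batches on pellets correlated with the mean of the other 3 diets at r = −0.80, while that of the chimpanzee diet correlated with the cafeteria diet at 0.82 and with the fast food diet at 0.78. These correlations are across 13839 features, which are not independent replicates. With diet as a term, limma called 0 features for batch over the 24 arrays (639 had an unadjusted p under 0.05), and without the pellet group, a setting chosen after the data were seen, it called 6880, of which 5571 were higher in batch 2. Principal component 1 held 69.4% of the variance over the 24 arrays. Pellet batch 2 replicate 1 lay on it at 118.4 and the others from −34.1 to 33.4, so that this share is not a measure of batch alone. Without that array, and with the pellet batch labels exchanged, the share was 55.7%.

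**Figure D2:**
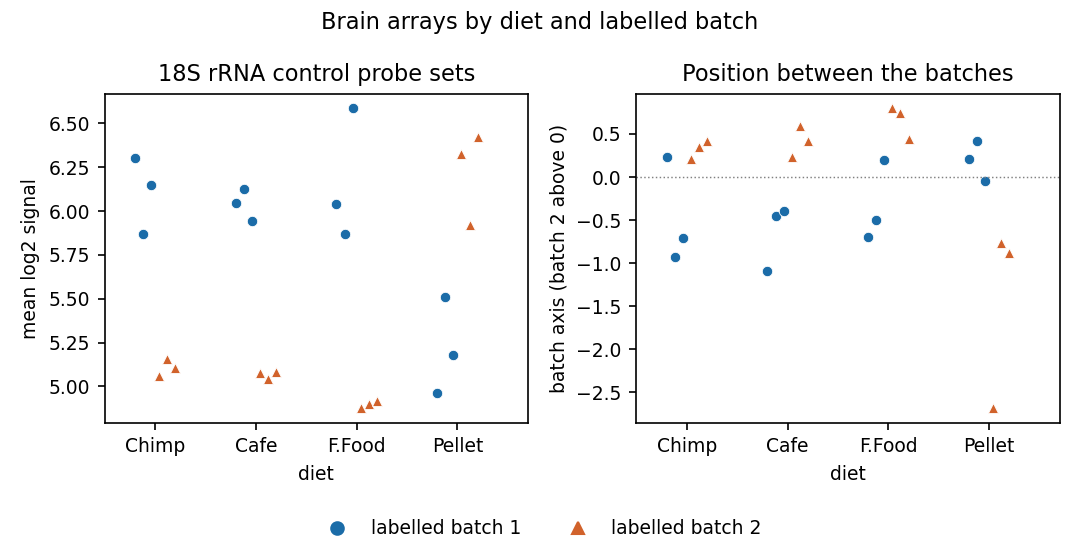
Left, mean log2 signal of the 18S rRNA control probe sets, and right, position of each array on the axis between the batch means of the other diets, with batch 2 above 0. Points are single arrays by diet and labelled batch. On the left the pellet arrays of labelled batch 1 reach 5.51, under the batch 1 arrays of the other diets, which start at 5.87; on the right 2 of them lie above 0 and 1 at −0.04.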

In order to exclude the influence of this effect on diet-related expression differences, we removed all probe sets showing a significant diet-batch interaction effect in ANOVA (at *p*<0.05) from further analyses. This is a conservative measure, but does not alter the main conclusions from the ANOVA tests (data not shown).

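By the methods' two-way test 56.8% of the probe sets that passed the mean level had an interaction p under 0.05 and were removed. Between pellets and fast food, neuron markers had a median log2 difference of 0.32 within labelled batch 1 and −1.01 within labelled batch 2, glycolysis genes 0.39 and −0.90, genes of oxidative phosphorylation 0.33 and −0.76, and myelin markers 0.20 and −1.08. Between fast food and the other foods the medians were 0.11 and 0.10 for neuron markers and 0.07 and 0.04 for glycolysis genes. No list was tested for the interaction itself. limma called 7017 of 13839 features for the interaction (8053 had an unadjusted p under 0.05), and 0 without the pellet group (222 had an unadjusted p under 0.05). Without 1 of the pellet arrays at a time, 46.3% to 65.9% of the probe sets had an interaction by the methods' test, and without the pellet group 2.80%.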

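Genes with an interaction were kept in a repeat of the brain test. Among the 4 diets, 6.62% of genes then had a p under 0.01 for diet, and 2 of 100 draws of the diet labels, the real labels included, gave as high a share (one-sided permutation test, p = 0.02). Between pellets and fast food, with the same genes kept, the share was 6.46% (p = 0.08 from the permutation test).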

### Assigning Affymetrix probe sets to genes

If multiple probe sets corresponded to a single Entrez gene in the Affymetrix support table for MG-430 2.0 (http://www.affymetrix.com/support/), the minimum ANOVA *p*-value was chosen as representative. If a probe set lacked gene annotation in the Affymetrix support table, we treated it as an independent gene.

### Testing for transcriptome-wide diet effects

To assess whether the number of probe sets found to be differentially expressed among diets at ANOVA *p*<0.01 is larger than randomly expected in a data set, we used permutation tests where *(1)* the factor diet in the two-way ANOVA was randomized, *(2)* the ANOVA test was applied to all probe sets using the randomized diet factor, *(3)* the number of probe sets found to be differentially expressed at *p*<0.01 was recorded. This procedure was repeated 1,000 times. The frequency of random permutations in which the number of differentially expressed probe sets was equal to or larger than the original result was considered the *p*-value for the diet effect. In each permutation, we used the minimum *p-*value approach described above to assign *p*-values to genes with multiple probe sets. We similarly compared the results from the Tukey HSD *post hoc* test for differences between pairs of diets with the 1,000 permutations. The results are listed in Table S2.

### Testing for differences between the human and chimpanzee diets

Our results from the analyses described above indicated a significant effect of diet on mouse liver gene expression. In addition, all diet pairs showed significantly different expression levels in liver except for the cafeteria and fast food diets. We therefore combined the data from these two human diets and compared them directly to the chimpanzee diet-this approach should increase statistical power to detect gene expression differences that may be relevant to human-chimpanzee differences. For this analysis, we included only probe sets detected at *p*<0.05 in at least two individuals among the mice involved (*i.e.* the cafeteria, fast food and chimpanzee diets). We ran an ANOVA test as described above and found 830 genes (6.3% of all expressed genes) that were differentially expressed at ANOVA *p*<0.01. We then compared this result to 1,000 permutations. The permutation test *p*-value for the difference between the human and chimpanzee diets was calculated as the number of permutations in which the number of differentially expressed genes was equal to or greater than 830. We also used the median number of differentially expressed genes among the 1,000 permutations as the expected number of differentially expressed genes under the null hypothesis of no diet effect, and thus calculated an observed to expected ratio. Finally, we conducted the same analysis on pairs of other diets. Table S3 shows the results from this analysis. Note that since a large number of pairwise comparisons have been performed, the *p*-values presented in Table S3 do not represent direct measures of significance.

### Comparisons of mouse and human-chimpanzee experiments

We used previously published Affymetrix® U133plus2 gene expression data of brain and liver from six humans and five chimpanzees [13]. As with the analysis of the mouse experiment results, only probe sets detected at *p*<0.05 in at least two individuals were considered expressed. For each probe set, differential expression between the two species was calculated using a two-sided *t*-test. We calculated the proportion of differentially expressed genes using the Entrez gene annotation in the Affymetrix support table for HG-U133plus2 and the minimum *p-*value approach described above, and we chose *p*<0.01 as cut-off. For comparison with the mouse experiment, orthologous mouse and human probe sets were chosen using the Affymetrix support table. For each orthologous Entrez gene, we assigned a *p*-value for differential gene expression between the mice fed the two human diets and the chimpanzee diet, or between humans and chimpanzees by using the *p*-value from the two-way ANOVA or *t*-tests, respectively. Again we used the minimum *p-*value approach described above in assigning *p*-values to genes with multiple probe sets. The overlap between differentially expressed genes in the two experiments (at ANOVA or *t*-test *p*<0.01) was determined. Next, the *p*-value for observing such an overlap by chance given the data was calculated using 1,000 permutations generated by randomly resampling the same number of genes as were differentially expressed in the two data sets and determining the size of the overlap (Table S4). A Fisher's exact test gives qualitatively the same result: In the comparison between human and chimpanzee diet differences in mice and human and chimpanzee differences, the Fisher's exact test *p*-value for a larger than random overlap is 0.0007, while the observed to expected ratio is 1.46. The annotations of 117 human genes with mouse orthologs that were differentially expressed both between mice fed human and chimpanzee diets and between humans and chimpanzees in liver were obtained from the Affymetrix HG-U133plus2 support table and are listed in Table S5. Table S5 also contains the ANOVA and *t*-test *p*-values and effect sizes calculated using the Cohen's *d* formula (see below). Table S9 contains the ANOVA and *t*-test *p*-values and effect sizes for all 7,136 human-mouse orthologous genes expressed both in the livers of mice fed the human and chimpanzee diets and in human and chimpanzee livers.

### Effect size

Cohen's *d* has been suggested as a useful measure of the magnitude of gene expression level difference between two groups, which allows comparisons across different microarray experiments [23]. We used the following formula for effect size: *d* = (M_1_−M_2_)/SD_pooled_, where M_1_ and M_2 _are the means of the two groups and SD_pooled_ is the pooled standard deviation, calculated as SD_pooled_ = √[((N_1_−1)*SD_1_^2^)+((N_2_−1)*SD_2_^2^))/(N_1_+N_2_−2)], where N_1_ and N_2 _are the sample sizes and SD_1_ and SD_2 _are the standard deviations of the two groups. In the mouse and primate experiments, the first group was the mice fed human diets and humans, respectively. Therefore a positive (or negative) effect size indicates higher (or lower) expression in mice fed a human diet or in humans, compared to mice fed a chimpanzee diet or chimpanzees. We used the Mann-Whitney U rank test to calculate whether the absolute effect size of human-chimpanzee differences is larger in the 117 diet-related genes than all 1,169 genes differentially expressed between human and chimpanzee livers.

### Direction of expression differences

We separated the 117 diet-related genes based on positive and negative effect sizes in the mouse and primate experiments (Table S6). We then compared the correspondence between the directions in the two experiments using a Fisher's exact test.

### Gene Ontology analysis

Using the Gene Ontology (GO) [15] and a statistical tool for ontology analysis, FUNC (http://func.eva.mpg.de) [24], we tested whether the 117 diet-related genes are significantly over-represented or under-represented among GO groups. As control, we used the 1,052 human-mouse orthologs that show significant human-chimpanzee expression differences in liver but are not diet-related. 87 of the 117 genes and 711 of the 1,052 genes were found to be annotated in the GO taxonomy “Biological Process” and were used in the analysis.

The overall distribution of diet-related genes within the Biological Process taxonomy was found to be significantly non-random (FUNC taxonomy test, one-sided *p* = 0.0009). Table 1 lists the Gene Ontology categories in this taxonomy that show significant enrichment of diet-related genes after the refinement (hypergeometric test; for details about refinement see [24]).

### Expression divergence on the human and the chimpanzee lineages

We estimated the relative amounts of expression divergence on the human and the chimpanzee lineages using expression data from the livers of five orangutans measured on Affymetrix® U133plus2 arrays as an outgroup [16]. For this purpose, we calculated the log ratio between human-orangutan and chimpanzee-orangutan squared mean expression level differences for each probe set. For genes with multiple probe sets, the highest ratio was used. We then tested whether the 117 diet-related genes have greater expression divergence on the human than on the chimpanzee lineage (*i.e.* higher log ratios), relative to the three control sets of genes, using the Mann-Whitney U rank test and permutation test, as described in the previous section (Table S7).

### DNA sequence divergence

We compared DNA sequence divergence between genes potentially involved in human-chimpanzee dietary differences and other genes, using two different approaches.

First, we used the promoter divergence between human and chimpanzee in a region 1,500 base pairs upstream and 500 base pairs downstream of the transcription start site [13], and compared promoter divergence of genes affected by diet to three control sets: (1) all other human genes differently expressed between human and chimpanzee livers and having mouse orthologs (1,052 Entrez genes), (2) all other human genes expressed in human-chimpanzee livers and having mouse orthologs (7,019 Entrez genes), and (3) all other human genes having mouse orthologs (15,683 Entrez genes). For the latter analysis, the list of human-mouse orthologs was obtained by concatenating Affymetrix (http://www.affymetrix.com) and Ensembl Biomart (http://www.ensembl.org/biomart/martview/) annotation tables and including only one-to-one human-mouse orthologs.

To perform the comparisons, we used the Mann-Whitney U rank test. The significance level of the *p*-values observed in the Mann-Whitney U rank test was additionally estimated by comparing them to Mann-Whitney U rank test *p*-values calculated for 1,000 sets of the same number of genes, randomly sampled from the control sets (Table S8).

Second, we compared the levels of amino acid divergence in the genes affected by diet and in the three control sets described above. For this purpose, we used the measure of amino acid sequence divergence controlled for local substitution rates (Ka/Ki), calculated between human and chimpanzee for a list of Refseq IDs in [17]. The results of this analysis are shown in Table S8.

### Positive selection in promoter sequences on the human and chimpanzee lineages

Recently, Haygood *et al.* [18] analyzed human and chimpanzee genes for evidence for positive selection in promoter regions (5'PS). Using their results, we tested for enrichment among the 117 diet-related genes for human or chimpanzee 5'PS genes. 46 genes with the most reliable signal of positive selection in the human lineage identified by [18], with a false-discovery rate below 0.05, were matched to RefSeq mRNA IDs in the supplementary table accompanying the study [18], and these to 40 Entrez Gene IDs using the UCSC Browser “RefLink” table (http://genome.ucsc.edu/). Similarly, 62 chimpanzee 5'PS genes were matched to 56 Entrez Gene IDs. The whole set of 6,280 genes tested by [18] were also mapped to 5,590 Entrez Gene IDs.

We used the hypergeometric test to decide whether the overlap between the 117 diet-related genes and each of the 5'PS gene lists was significantly larger than expected, given the overlap between human and chimpanzee 5'PS genes and the three control sets defined above (see the Materials and Methods section “DNA sequence divergence”).

### Positive selection in amino acid sequences on the human and chimpanzee lineages

We used the results of Bakewell *et al.* [19] to test if the overlap between the 117 diet-related genes and genes positively selected in their amino acid sequences (A.A.PS) is greater than expected. There were 154 human A.A.PS genes identified in [19], which mapped to 139 Entrez genes using Ensembl Biomart (http://www.biomart.org/biomart/martview/), and 233 chimpanzee A.A.PS genes mapped to 219 Entrez genes. To test for a significant overlap, we used a table of 13,888 Ensembl Protein IDs kindly provided by Margaret Bakewell and Jianzhi Zhang, containing all genes they had tested for positive selection. We used the Ensembl Biomart to map the Ensembl Protein IDs from [19] to Ensembl Gene IDs. This did not yield a one-to-one mapping, either because some Protein ID's were out-of-date, or multiple Protein ID's matched a single Gene ID. Thus, we could map the 13,888 Ensembl Protein IDs to only 11,693 unique Entrez Gene IDs. We used the hypergeometric test to test for a significant overlap between the 117 diet-related genes and the PS gene lists, as described in the previous section.

## Supporting Information

Table S1 Mouse diet contents.
(0.03 MB DOC) Click here for additional data file.

Table S2 Permutation test p-values for the number of genes affected by different diets in mice.
(0.03 MB DOC) Click here for additional data file.

Table S3 Numbers of genes showing significant expression differences between mice fed different diets.
(0.06 MB DOC) Click here for additional data file.

Table S4 Overlap of expression differences observed between humans and chimpanzees and between mice fed different diets.
(0.03 MB DOC) Click here for additional data file.

Table S5 The 117 human-mouse orthologs showing diet-related human-chimpanzee expression differences in liver.
(0.28 MB DOC) Click here for additional data file.

Table S6 Direction of expression differences among the 117 diet-related genes.
(0.03 MB DOC) Click here for additional data file.

Table S7 Expression divergence on the human versus the chimpanzee lineage among the 117 diet-related genes.
(0.03 MB DOC) Click here for additional data file.

Table S8 Sequence divergence patterns among the 117 diet-related genes.
(0.04 MB DOC) Click here for additional data file.

Table S9 The 7,136 human-mouse orthologs expressed in human, chimpanzee and mouse livers. See Table S5 for a description of how the table contents were calculated.
(2.12 MB XLS) Click here for additional data file.

Figure S1 Heatmap of expression patterns of the 117 diet-related genes. Each row represents a gene, each column a sample: Either gene expression levels in the livers of mice fed human or chimpanzee diets, or in the livers of humans or chimpanzees (from left to right). Expression values higher than the average for each gene are represented in red, values lower than the average in yellow and white.
(0.26 MB TIF) Click here for additional data file.

Figure S2 Weight changes in mice fed different diets. The y-axis indicates the mean body weight among mice fed one of four different diets, measured at four days intervals during the experiment. Error bars show 95% confidence intervals of the mean based on 1,000 bootstraps. Pellet: The mouse pellet diet. Chimpanzee: The diet fed to chimpanzees in the Leipzig zoo. Cafeteria: The MPI-EVA Cafeteria diet. Fast Food: A pure McDonald's diet.
(0.27 MB TIF) Click here for additional data file.

# Supplementary material for: Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets
**Source:** PLoS One. 2008 Jan 30;3(1):e1504. doi: 10.1371/journal.pone.0001504
**Supplement:** Table S1 — Mouse diet contents. (0.03 MB DOC)

| **Mouse Pellet Diet** | **Chimpanzee Diet** | **Human Cafeteria Diet** | **Human Fast Food (McDonald’s™, Leipzig) Diet** |
| --- | --- | --- | --- |
| Ssniff R/M-HTM pellets  16.3 MJ/Kg  58% calories from carbohydrate, 33% calories from protein, 9% calories from fat   - Dry matter (87.7%) - Raw protein (19%) - Crude fiber (4.9%) - Raw Fat (3.3%) - Ash (6.4%) - N-free extract (54.1%) - Starch (36.5%) - Sugar (4.7%) | - Bananas - Apples - Grapes - Kiwis - Pineapples - Mangos - Honeymellons - Celery - Kohlrabi - Red Beets - Porree - Stangerzeller - Cucumbers - Green bell peppers - Tomatoes - Carrots - Chicoree - Chinakohl - Lettuce - Endive - White Onions - Raisins - Plain Yogurt | - Ruccola risotto - Boiled potatoes - Sauerbraten - Red cabbage - Baked chicken breast - Stir-fried vegetables - Cooked cabbage - White rice - Grilled zucchini - Stewed tomatoes - Vegetable croquets - Fried vegetables - Sauerkraut - Breaded white fish - Gnocchi - Cous-cous - Peas - Potato-pancakes - Brusselsprouts - Roast beef - Bowtie pasta - Broccoli nut corner - Chicken wings - Tempura - Cooked corn - Spaetzle | - Cheeseburger - French fries - Apple pie - Chicken McNuggetsTM - Fruit & Yogurt ParfaitTM - Yin-Yang burgerTM - Filet O’FishTM - Egg McMuffinTM with bacon & cheese - Big MacTM - Waffle Fries |

# Supplementary material for: Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets
**Source:** PLoS One. 2008 Jan 30;3(1):e1504. doi: 10.1371/journal.pone.0001504
**Supplement:** Table S2 — Permutation test p-values for the number of genes affected by different diets in mice. (0.03 MB DOC)

|  | | **Permutation test *p*-values a** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Tissue** | **Number of PS**  **b** | **All**  **Dietsc** | **Cafe-**  **F.Foodd** | **Cafe-**  **Chimpd** | **F.Food-**  **Chimpd** | **Pellet-**  **Cafed** | **Pellet-**  **F.Foodd** | **Pellet-**  **Chimpd** |
| **Liver** | 13557 | 0.004 | 0.151 | 0.019 | 0.017 | 0.004 | 0.004 | 0.001 |
| **Brain** | 7523 | 0.156 | 0.230 | 0.197 | 0.142 | 0.311 | 0.032 | 0.110 |

**a** The*p*-value for the number of differentially expressed genes (at ANOVA or Tukey’s HSD test*p* < 0.01)between mice fed different diets being larger than random, based on 1,000 permutations. See Materials and Methods for details.

**b** Number of expressed probe sets. Probe sets showing significant interaction effects (at ANOVA *p*<0.05 for the batch-diet interaction effect) are excluded, and a single probe set is chosen per Entrez gene using the minimum *p-*value approach described in Materials and Methods.

**c** Permutation test *p*-value for the number of differentially expressed genes among all four diets (at *p* < 0.01, ANOVA).

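In brain, Per2 fell between the chimpanzee diet and pellets, with a log2 difference of −1.47 for pellets (SE 0.18, adjusted p = 0.00031 from limma). It was the single feature limma called in this pair, where 1346 had an unadjusted p under 0.05, and with only the arrays of these diets in the fit limma called 0. Between pellets and the cafeteria diet limma called 0 features (757 had an unadjusted p under 0.05), and the methods' two-way test with Benjamini-Hochberg adjustment called 0 in both pairs. Tukey's HSD was applied to the 7664 genes left by the interaction filter and counted at an unadjusted p under 0.01. It gave 106 genes between pellets and fast food, 70 between pellets and the chimpanzee diet, 31 between pellets and the cafeteria diet, 19 between the chimpanzee and fast food diets, 17 between the chimpanzee and cafeteria diets and 4 between the cafeteria and fast food diets. The medians over 100 draws of the diet labels lay between 6 and 8 genes. In one-sided permutation tests against these draws p was 0.03, 0.04, 0.09, 0.24, 0.2 and 0.8 in the same order. For the first 2 of these pairs p was 0.1 and 0.12 without pellet batch 2 replicate 1 and 0.08 for both without pellet batch 2 replicate 3, and for pellets and the chimpanzee diet it was 0.05 without pellet batch 1 replicate 1 or 2 (permutation tests). With interaction probe sets kept, 106 genes differed between pellets and the cafeteria diet, and p was 0.03 (permutation test).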

**d** Permutation test *p*-value for the number of differentially expressed genes between two diets (at *p* < 0.01, Tukey’s HSD). Diets are labeled as follows: **Cafe** -human cafeteria diet; **F.Food** –humanfast food diet; **Chimp** -chimpanzee diet; **Pellet** - mouse pellet diet.

# Supplementary material for: Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets
**Source:** PLoS One. 2008 Jan 30;3(1):e1504. doi: 10.1371/journal.pone.0001504
**Supplement:** Table S3 — Numbers of genes showing significant expression differences between mice fed different diets. (0.06 MB DOC)

| **Tissue** | **Diet 1** | **Diet 2** | **# Genes**  **expressed a** | **# Genes**  **changed**  **b** | **% Genes**  **changed** | **Permutation**  **test *p*-valuec** | **Observed/**  **expectedd** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Liver** | Chimp | Cafe+F.Food | 13168 | 830 | 6.3 | 0.030 | 7.094 |
| **Liver** | Pellet | Cafe+F.Food | 13286 | 1184 | 8.9 | 0.010 | 9.626 |
| **Liver** | F.Food | Cafe+Chimp | 13168 | 387 | 2.9 | 0.115 | 2.932 |
| **Liver** | Cafe | F.Food | 12265 | 125 | 1.0 | 0.397 | 1.269 |
| **Liver** | Chimp | Cafe | 12064 | 502 | 4.2 | 0.103 | 4.648 |
| **Liver** | Chimp | F.Food | 12357 | 993 | 8.0 | 0.030 | 8.139 |
| **Liver** | Pellet | Chimp | 12358 | 2263 | 18.3 | 0.003 | 17.680 |
| **Liver** | Pellet | Cafe | 12259 | 853 | 7.0 | 0.010 | 7.353 |
| **Liver** | Pellet | F.Food | 12529 | 1013 | 8.1 | 0.015 | 7.853 |
| **Brain** | Chimp | Cafe+F.Food | 16753 | 325 | 1.9 | 0.191 | 1.890 |
| **Brain** | F.Food | Cafe+Chimp | 16753 | 530 | 3.2 | 0.104 | 2.880 |
| **Brain** | Cafe | F.Food | 16048 | 383 | 2.4 | 0.132 | 2.266 |
| **Brain** | Chimp | Cafe | 15965 | 191 | 1.2 | 0.411 | 1.172 |
| **Brain** | Chimp | F.Food | 16032 | 364 | 2.3 | 0.150 | 2.233 |
| **Brain** | Pellet | Chimp | 11649 | 152 | 1.3 | 0.250 | 1.551 |
| **Brain** | Pellet | Cafe | 11676 | 144 | 1.2 | 0.387 | 1.220 |
| **Brain** | Pellet | F.Food | 11835 | 424 | 3.6 | 0.064 | 3.786 |

**a** Genes with detectable expression in at least two individuals among the groups of mice fed the relevant diets.

**b** Genes differentially expressed between mice fed the two diets (*p* < 0.01, ANOVA).

**c** The *p*-value for transcriptome-wide diet effects calculated as described in Materials and Methods.

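The ratio of a pair is the number of its genes with a p under 0.01 in the methods' two-way test, divided by the median number when the diet labels are drawn at random. In brain, Gpx2, a glutathione peroxidase, differed by 0.63 log2 between pellets and fast food, and Klf1, a transcription factor of red blood cells, by 0.58. Gpx2 was at 4.82 ± 0.68 on pellets and 4.19 ± 0.17 on fast food, and Klf1 at 5.06 ± 0.56 and 4.48 ± 0.12 (SD, n = 6). The fast food means lie near the filter on the mean level, 4.07, so that background signal is not excluded. Neither passed in limma (adjusted p = 0.23 for both). Both differences came mostly from labelled batch 2, where each gene differed by 1.05. That batch holds pellet batch 2 replicate 1, which stands apart from the other arrays. With that array left out and pellet batch labels exchanged, the differences were 0.39 and 0.42 (adjusted p = 0.094 and 0.035 from limma). This setting was chosen after the data were seen and changes both at once, so that the fall cannot be put down to the array. The ratio was 4.36 between pellets and fast food (192 of 8480 genes) and 3.05 between pellets and the chimpanzee diet (113 of 9220). It was 1.68 between pellets and the cafeteria diet (69 of 8020). Without pellet batch 2 replicate 1 these ratios were 3.48, 1.63 and 0.971. Without 1 pellet array at a time, the ratio between pellets and fast food ran from 2.71 (batch 2 replicate 3) to 5.03 (batch 2 replicate 2). Without pellets it was 3.56 for fast food against the cafeteria and chimpanzee diets, 2.78 for the human diets against the chimpanzee diet, 2.35 between the chimpanzee and fast food diets, 2.04 between the cafeteria and fast food diets and 1.19 between the chimpanzee and cafeteria diets. The share of draws with as many genes was 4 of 100 between pellets and fast food (10 of 100 without pellet batch 2 replicate 1), 14 of 100 between pellets and the chimpanzee diet and 22 of 100 between pellets and the cafeteria diet.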

**d** The ratio between observed number of changed genes and median number of changed genes in 1,000 permutations.

Diets are labeled as follows: **Pellet** - mouse pellet diet; **Chimp** -chimpanzee diet; **Cafe** -human cafeteria diet; **F.Food** –humanfast food diet; **Cafe+F.Food** - human cafeteria and fast food diets together; **Cafe+Chimp** - human cafeteria and chimpanzee diets together.

# Supplementary material for: Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets
**Source:** PLoS One. 2008 Jan 30;3(1):e1504. doi: 10.1371/journal.pone.0001504
**Supplement:** Table S4 — Overlap of expression differences observed between humans and chimpanzees and between mice fed different diets. (0.03 MB DOC)

| **Experiments compared** | | **# Genes expressed in both c** | **# Genes changed in both d** | **Permutation test *p*-value e** | **Observed/**  **expected ratio f** |
| --- | --- | --- | --- | --- | --- |
| **Mouse a** | **Human-Chimpanzee b** |
| **Liver H-C** | **Liver** | 7136 | 117 | 0.001 | 1.330 |
| **Liver H-P** | **Liver** | 7226 | 124 | 0.673 | 0.973 |
| **Liver H-C** | **Brain** | 6981 | 122 | 0.417 | 1.017 |
| **Brain H-C** | **Liver** | 7788 | 25 | 0.685 | 0.926 |
| **Brain H-C** | **Brain** | 8290 | 45 | 0.548 | 1.000 |

**a** Genes differentially expressed between mice fed human and chimpanzee diets (H-C) or mice fed human and mouse pellet diets (H-P), in either liver or brain.

**b** Genes differentially expressed between humans and chimpanzees, in either liver or brain.

**c** The number of genes with detectable expression both in the mouse experiment and in humans and chimpanzees.

**d** The number of genes differentially expressed in both experiments (at ANOVA or t-test *p*<0.01).

**e** The *p*-value based on 1,000 permutations (see Materials and Methods).

**f** The ratio between the observed number of genes differentially expressed in both experiments and the median number of such genes in 1,000 permutations.

# Supplementary material for: Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets
**Source:** PLoS One. 2008 Jan 30;3(1):e1504. doi: 10.1371/journal.pone.0001504
**Supplement:** Table S5 — The 117 human-mouse orthologs showing diet-related human-chimpanzee expression differences in liver. (0.28 MB DOC)

Gene identifiers in columns 1-5 are obtained from the Affymetrix support site (www.affymetrix.com).

**a** The effect size (Cohen’s *d*; seeMaterials and Methods) comparing gene expression levels in livers of mice fed human diets and the chimpanzee diet (positive values indicate higher expression in mice fed the human diets).

**b** The *p*-value from the ANOVA test for a difference between gene expression levels in livers of mice fed the two human diets and the chimpanzee diet.

**c** The effect size (Cohen’s *d*) comparing gene expression levels in livers of humans and chimpanzees (positive values indicate higher expression in humans).

**d** The *p*-value from the *t*-test for a difference between gene expression levels in livers of humans and chimpanzees.

# Supplementary material for: Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets
**Source:** PLoS One. 2008 Jan 30;3(1):e1504. doi: 10.1371/journal.pone.0001504
**Supplement:** Table S6 — Direction of expression differences among the 117 diet-related genes. (0.03 MB DOC)

|  | | Human diet *versus* chimpanzee diet in mouse b | |
| --- | --- | --- | --- |
| **+** | **-** |
| Human  *versus*  chimpanzeea | **+** | 51 | 14 |
| - | 41 | 11 |

**a** Number of genes with positive/negative effect sizes in the comparison between human and chimpanzee livers (a positive effect size indicates higher expression in humans).

**b** Number of genes with positive/negative effect sizes in the comparison between mice fed human and chimpanzee diets in liver (a positive effect size indicates higher expression in mice fed the human diets).

# Supplementary material for: Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets
**Source:** PLoS One. 2008 Jan 30;3(1):e1504. doi: 10.1371/journal.pone.0001504
**Supplement:** Table S7 — Expression divergence on the human versus the chimpanzee lineage among the 117 diet-related genes. (0.03 MB DOC)

| **Control set** | **# Diet-**  **related**  **genes a** | **# Control genes b** | **Mann Whitney U test *p*-valuec** | **Permutation test *p*-valuec** | **Median of diet-related genesd** | **Median of control genesd** |
| --- | --- | --- | --- | --- | --- | --- |
| All diff. | 117 | 1035 | 0.059 | 0.047 | 2.20 | 1.76 |
| All det. | 117 | 6900 | 4E-6 | 0.001 | 2.20 | 0.80 |
| All genes | 117 | 10449 | 4E-7 | 0.001> | 2.20 | 0.65 |

**a** Human genes with mouse orthologs showing diet-related human-chimpanzee expression differences in liver.

**b** The three sets of non-diet-related genes that are compared with diet-related genes. These are: **All diff. -** Human genes with mouse orthologs showing human-chimpanzee expression differences in liver. **All det. -** Human genes with mouse orthologs expressed in liver. **All genes -** All available human genes with mouse orthologs.

**c** See Materials and Methods for a description of the applied test.

**d** The median value of expression divergence on the human versus chimpanzee lineages for the relevant gene set. Values larger than 1 indicate higher divergence on the human lineage. See Materials and Methods for details.

# Supplementary material for: Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets
**Source:** PLoS One. 2008 Jan 30;3(1):e1504. doi: 10.1371/journal.pone.0001504
**Supplement:** Table S8 — Sequence divergence patterns among the 117 diet-related genes. (0.04 MB DOC)

|  | **Control set** | **# Diet-**  **related**  **genes a** | **# Control genes b** | **Mann Whitney U test *p*-valuec** | **Permutation test *p*-valuec** | **Median of diet-related genesd** | **Median of control genesd** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Human-Chimpanzee Promoter Divergence** | All diff. | 70 | 566 | 0.013 | 0.010 | 0.011 | 0.010 |
| All det. | 70 | 3976 | 0.006 | 0.006 | 0.011 | 0.010 |
| All genes | 70 | 7995 | 0.009 | 0.004 | 0.011 | 0.010 |
|  | | | | | | | |
| **Human-Chimpanzee Amino Acid Divergence (Ka/Ki)** | All diff. | 72 | 634 | 0.002 | 0.002 | 0.183 | 0.110 |
| All det. | 72 | 4380 | 3E-4 | 0.001> | 0.183 | 0.098 |
| All genes | 72 | 9321 | 0.067 | 0.043 | 0.183 | 0.143 |

**a** Human genes with mouse orthologs showing diet-related human-chimpanzee expression differences in liver, for which a divergence estimate exists.

**b** The three sets of non-diet-related genes that are compared with diet-related genes in terms of rates of evolution. These are: **All diff. -** Human genes with mouse orthologs showing human-chimpanzee expression differences in liver. **All det. -** Human genes with mouse orthologs expressed in liver. **All genes -** All available human genes with mouse orthologs.

**c** See Materials and Methods for a description of the applied tests.

**d** The median promoter divergence or amino acid divergence values for the relevant gene set.

How the deposited data were processed for this re-analysis (not part of the article)

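Brain gene expression was measured in the right cerebral hemisphere of 24 female mice, 6 on each of 4 diets (mouse pellet, chimpanzee, human cafeteria and human fast food), with 1 array per mouse and 3 arrays per diet in each of 2 batches. Diet, batch and replicate number were taken from the sample labels. All 24 arrays were used, although the methods leave out 1 pellet array that neither the paper's text nor the labels name. Liver arrays were not analysed here.

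The deposited table holds log2 expression levels of 45101 probe sets, which the authors computed with the “rma” method of the “affy” package, including log transformation and quantile normalization. The scale was checked on the values, whose medians per array lay between 4.02 and 4.32 and whose SD per array lay between 1.58 and 2.06. The highest correlation between 2 arrays was 0.995, so that no array was a copy of another. Detection p-values are not in the deposited table, so that the paper's set of expressed genes was not rebuilt.

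The 64 control probe sets were set aside, which left 45037. By the platform's annotation, 34945 of these have 1 gene, 932 have several and 9160 have none listed, and 34741 of the 34945 matched the gene table. Probe sets with several genes were left out, as were those with a mean log2 level under the median of 4.07. For each gene the probe set with the highest mean over the 24 arrays was kept, which gave 13839 features (11645 genes and 2194 probe sets with no gene). For the liver genes looked up in brain, the probe sets that the paper's table gives were used in their place.

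Diets were compared with limma 3.58.1 in R 4.3.3, with batch as a term and 1 estimate of the spread over all 24 arrays, at a Benjamini-Hochberg adjusted p under 0.05 over all features. The 36 lists of genes were tested with camera at a preset correlation of 0.01, adjusted over the lists. The methods' two-way test was rebuilt with diet, batch and their interaction: probe sets with an interaction p under 0.05 were removed, the smallest p of each gene was kept, and genes with an unadjusted p under 0.01 for diet were counted. Pairs of diets were tested on the arrays of these diets only, and Tukey's HSD on all 24 arrays. The expected number was the median over 100 draws of the diet labels within batch with a fixed seed, fewer than in the methods. A permutation p is the share of the 100, the real labels included, with a count as large.

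Named genes follow a fixed rule: in each main comparison up to 10 genes with the largest log2 difference in each direction, at an unadjusted p under 0.01 and with the same sign in both batches, and list genes that passed when adjusted over the list alone; for the test of 4 diets the same sign means that the means of the diets in the 2 batches correlate positively. Other genes that the text names were chosen after their values were seen. The test was tried on simulated data, made of the measured mean of each feature, normal noise with its spread within diet and batch, a batch shift and known differences; 4.38% of the features then called had not been changed, and 0 features were called in a comparison left unchanged. The simulation holds no diet-batch interaction, so that recovery on the measured arrays can be lower. RNA degradation was measured by the 3′ and 5′ control probe sets of Actb and Gapdh, as log2 differences. Alternatives covered the filter on the mean level, the choice of probe set, normalization, array weights (estimated gene by gene), the spread, the batch term, the arrays in the fit, each batch alone, a block of batch and replicate number (in the methods' test without the interaction), and each array left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The number of arrays limits the precision of every value.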

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

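The tests of exchanged batch labels, of 1 aberrant array, of a pellet response that differs between batches, of RNA degradation in 1 array and of its signal over background were chosen after the results were seen. An array stood apart where its gap to the nearest array of its diet, as a share of the range of that diet's 6 arrays, was over Dixon's critical value. Chance does this in about 1 in 20 groups, and it was so in 21 of 136.

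The difference between batches depended on diet, with 7017 of 13839 features passing limma's test of the interaction, and the batch difference of the pellet arrays correlated with that of the other 3 diets across features at r = −0.80. Of 100 splits of the batch labels within diet, 1, the real one, called as many features and the highest other called 0, so that chance can be excluded. An aberrant array is argued against, since without pellet batch 2 replicate 1 46.5% of the probe sets still have an interaction. A candidate explanation is that these labels were exchanged: the 18S rRNA signal of all 6 pellet arrays lies nearer to the mean of the opposite batch, but 5 of 6 lie on its side of the axis over all features, where 1 lies at −0.04, so that it cannot be told apart from another order of processing, nor from a response to the food that differed between batches, since the share of 4.89% with an interaction after the exchange restates the opposite sign already seen. Chimpanzee batch 1 replicate 1 and fast food batch 1 replicate 3 also lie on the side of batch 2, at 0.23 and 0.20.

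Pellet batch 2 replicate 1 stood apart from the other arrays, with a median correlation of 0.820 to them (nearest pellet array 0.968, gap 0.875 of the range) and a median log2 level of 4.32 (nearest 4.13, gap 0.656). RNA from a neighbouring tissue stays open: of 18 lists of markers the pituitary's exceeded the other pellet arrays most, by 1.85 log2, past the 1 log2 set for this test, with Gh at 7.69 and Prl at 7.57, while cafeteria batch 1 replicate 1, a single array that also stood apart, had more of the same markers, with Gh at 11.65, and a median correlation of 0.972. A weaker signal over background stays open: its values had a slope of 0.712 on the mean of the other arrays, which had 0.911 to 1.07, but a slope depends on the same correlation by which it stood apart. Degraded RNA is also open. The array's 3′ minus 5′ index of 0.240 lies near the median of 0.260 (SD of the others 0.0529), but a weaker signal, if present, would shrink that index. No biological explanation was tested for a single array.

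In the same array, Nr4a3 was at 6.02 (nearest pellet array 6.84, gap 0.670 of the range). Sfxn5 lay there at 5.96 (nearest 6.61, gap 0.658). Cry1 was at 3.95 (nearest 4.51, gap 0.660) and Htr1b at 3.21 (nearest 5.03, gap 0.746). Of the pituitary hormones, Gh at 7.69 lay away from 5.00 (gap 0.694) and Prl at 7.57 from 4.10 (gap 0.871).

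Cafeteria batch 1 replicate 1 had a median correlation of 0.972 to the other arrays (nearest cafeteria array 0.985, gap 0.849). Its Gh was at 11.65 (nearest 4.21, gap 0.948), its Prl at 11.28 (nearest 3.67, gap 0.976) and its Pomc, the precursor of several pituitary peptides, at 10.47 (nearest 6.25, gap 0.754). Its Per2 was at 5.50 (nearest 5.81, gap 0.634). Fast food batch 1 replicate 1 had Gh at 8.26 (nearest 4.36, gap 0.871), Prl at 7.98 (nearest 4.23, gap 0.818) and Mid1 at 5.87 (nearest 4.25, gap 0.714).

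Among the other arrays, Dusp4 was at 5.06 in fast food batch 2 replicate 3 (nearest 4.85, gap 0.660) and Foxo3 at 7.95 in fast food batch 2 replicate 2 (nearest 7.50, gap 0.663). Tmem181a was at 8.62 in cafeteria batch 2 replicate 2 (nearest 8.25, gap 0.632). On the chimpanzee diet, Sfxn5 was at 6.56 in batch 1 replicate 2 (nearest 6.84, gap 0.631) and Cyp4f15 at 6.61 in batch 1 replicate 1 (nearest 6.15, gap 0.713).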

How the results depend on the processing

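The exchange of pellet batch labels, the spike-in covariate, the fits without the pellet group for diet and for batch, and the quantile normalization for the interaction were chosen after the results were seen. Across comparisons, 257 alternatives stayed within the limits and 100 moved a count by over 1.5 times. Another 4 brought a result past its threshold, 6 took one below it and 2 reversed one. Alternatives for Tukey's pairs were sorted by their counts alone. Those whose permutation p crossed the threshold, given at the end of this section, are therefore not among the 4 and the 6. Across named genes 2494 stayed, 172 gained a call, 63 lost one and 0 reversed. For each change below the cause was not tested. A smaller fit has fewer arrays, which does not account for counts that rose in it. The fit of all arrays has no interaction term, so that the pellet interaction counts as spread there. It had 2.00% of features at an unadjusted p under 0.05 for the human diets against chimpanzee. It had 1.17% for fast food against the other foods and 0.66% for cafeteria against fast food. That threshold gives more by chance, so that its 0 calls can reflect too wide a spread. The arrays differ in their slope on the mean of the others, from 0.712 to 1.07, with the lowest in pellet batch 2 replicate 1. Whether that low slope reflects a weaker signal over background, which would shrink log2 differences, stays open.

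For the 4 diets limma called 6 features; it called 1 with the replicate block (numbers that do not pair the arrays: 8 of 24 arrays lay nearest to 1 with their own number), 11 by the methods' two-way test with Benjamini-Hochberg adjustment, 2 with no batch term, 10 with every probe set on its own, 2 with quantile normalization, 975 with array weights, 27 within batch 1 and 5977 within batch 2. Within a labelled batch the pellet arrays run against the batch difference of the other diets, so that the counts of single batches do not measure diet alone. With the pellet labels exchanged limma called 19, with pellet batch 2 replicate 1 also left out 39, and with the spike-in covariate 49. Without 1 array at a time the count was 1 to 8: 1 without fast food batch 1 replicate 3 or batch 2 replicate 1, 2 without fast food batch 1 replicate 2, and 3 without chimpanzee batch 1 replicate 1 or 2, cafeteria batch 2 replicate 3, or pellet batch 1 replicate 1, 2 or 3.

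For the human diets against the chimpanzee diet the 0 calls of limma (277 at an unadjusted p under 0.05; 0 by the two-way test) became 7 with only the arrays compared, 7 without the pellet group, 1 with quantile normalization, 24 with array weights, 6 within batch 1, 3 with labels exchanged, 13 with that and pellet batch 2 replicate 1 left out, and 14 with the spike-in covariate. Without 1 array the range was 0 to 4, with 4 without pellet batch 2 replicate 1, 2 without chimpanzee batch 2 replicate 3, and 1 without fast food batch 2 replicate 3 or cafeteria batch 2 replicate 1. For fast food against the other foods the 0 calls (162 at an unadjusted p under 0.05; 0 by the two-way test) became 1 with only the arrays compared, quantile normalization, array weights, no pellet group, labels exchanged, labels exchanged with the array left out, or the spike-in covariate, and were 0 to 1 without 1 array (1 without pellet batch 2 replicate 1).

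Between pairs, with only the arrays compared, limma called 2 features for the chimpanzee and cafeteria diets (0 in the fit of all arrays), 1 for chimpanzee and fast food (0), 0 for pellets and chimpanzee (1) and 0 for pellets and fast food (5); the two-way test with Benjamini-Hochberg adjustment also gave 0 for these last 2 pairs. With labels exchanged it called 2 for chimpanzee and fast food, 21 for pellets and chimpanzee and 1706 for pellets and fast food. With the array also left out it called 5 for chimpanzee and cafeteria, 6 for chimpanzee and fast food, 16 for pellets and chimpanzee, 1 for pellets and cafeteria (0) and 712 for pellets and fast food. With the spike-in covariate it called 6 for chimpanzee and fast food, 23 for pellets and chimpanzee, 18 for pellets and cafeteria and 49 for pellets and fast food. Without 1 pellet array the counts were 1 to 5 for pellets and chimpanzee (5 without pellet batch 1 replicate 3), 0 to 0 for pellets and cafeteria and 4 to 8 for pellets and fast food (8 without pellet batch 1 replicate 3).

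The batch effect of 0 features was 8560 with labels exchanged, 8387 with the array also left out and 6880 without the pellet group. The interaction of 7017 features was 3452 with quantile normalization, 0 without the pellet group, 0 with labels exchanged, 1 with the array also left out, and 4743 to 8686 without 1 pellet array. Of the lists, 0 passed with an estimated correlation and 0 in fry for each of the 3 comparisons, against 13, 12 and 3; without the filter 22 passed between pellets and fast food. Without 1 pellet array 13 to 14, 10 to 12 and 2 to 5 lists passed (5 without pellet batch 2 replicate 1). Of the 117 liver genes, 60 of 91 measured kept the direction with the probe sets of the paper's table, and 55 of 95 with each gene's probe set of the highest mean.

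By the methods' two-way test, the 4 diets had 2.54% of genes. It was 6.62% with interaction probe sets kept and 5.77% with labels exchanged, both then past the threshold. With labels exchanged and pellet batch 2 replicate 1 left out it was 5.07%, not past it (permutation test, p = 0.07). Without 1 pellet array it was 1.86% to 3.39%, past the threshold without pellet batch 2 replicate 2. The chimpanzee and cafeteria diets had 1.09% with no filter, now below the draws' median of 1.13%. Pellets and chimpanzee had 0.872% to 2.24% without 1 pellet array, past the threshold without pellet batch 2 replicate 2. Pellets and cafeteria had 0.551% to 1.21%, with 0.825% and a reversed difference from the draws without pellet batch 2 replicate 1. Pellets and fast food lost the call with interaction probe sets kept (6.46%), with the replicate block and no interaction filter, which changed together (0.758%), and without pellet batch 1 replicate 3 (1.62%), batch 2 replicate 1 (2.54%) or batch 2 replicate 3 (1.58%), in a range of 1.58% to 2.97%. With labels exchanged this pair had 5.69%, and 10.8% with pellet batch 2 replicate 1 also left out (permutation test, p = 0.01 for both).

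Tukey's counts for chimpanzee and cafeteria (17), chimpanzee and fast food (19), pellets and chimpanzee (70), cafeteria and fast food (4), pellets and cafeteria (31) and pellets and fast food (106) were 31, 64, 194, 20, 106 and 841 with interaction probe sets kept. With labels exchanged the last 5 were 31, 160, 11, 76 and 730. With the array also left out the counts were 43 for chimpanzee and cafeteria, 99 for chimpanzee and fast food, 36 for cafeteria and fast food, 57 for pellets and cafeteria and 619 for pellets and fast food. Without 1 pellet array they were 12 to 30, 14 to 27, 51 to 117, 2 to 12, 22 to 54 and 72 to 240 in the first order. Of these, chimpanzee and cafeteria had 30 and cafeteria and fast food 12 without pellet batch 2 replicate 1; cafeteria and fast food had 2 without batch 1 replicate 2 or batch 2 replicate 2; pellets and chimpanzee had 117 without batch 2 replicate 2; pellets and cafeteria had 54 without batch 1 replicate 2; and pellets and fast food had 172, 240 and 179 without batch 1 replicates 1, 2 and 3. For pellets and fast food and for pellets and chimpanzee, the permutation p of Tukey's counts, 0.03 and 0.04, was 0.1 and 0.12 without pellet batch 2 replicate 1 and 0.08 for both without replicate 3 of that batch, and for pellets and chimpanzee it was 0.05 without batch 1 replicate 1 or 2 and 0.1 with labels exchanged and the array left out. For pellets and cafeteria this p, 0.09, was 0.03 with interaction probe sets kept.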

Differences from the paper's values

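Exchanging the pellet batch labels was chosen after the results were seen. Of 48 values of the paper that were also computed here, 14 differ. A value differs where it is more than 1.5 times the paper's or the paper's is more than 1.5 times it, and lies within the limits otherwise. The paper used 5 pellet arrays, more permutations and the genes detected in at least 2 individuals, where 6 arrays, 100 draws and a mean level were used here. The alternative with the replicate block also leaves out the interaction and its filter, so that both changed at once and its values cannot be put down to either. The paper's text names no brain genes behind these counts, so that calls dropped by a setting were not counted.

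For the test of the 4 diets the paper's permutation p is 0.16 and the value here is 0.07. Of the alternatives set before the data were examined, the fits without pellet batch 2 replicate 1 (0.17) and without pellet batch 2 replicate 3 (0.13) come within the limits, and the others do not: interaction probe sets kept, no filter, the replicate block and no interaction, a stricter filter on the mean, draws over all arrays, the interaction filter in each draw, and the other 4 pellet arrays left out in turn.

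For Tukey's counts, the paper's p is 0.230 between the cafeteria and fast food diets and the value here is 0.8; it is 0.21 with interaction probe sets kept, and no fit without 1 pellet array comes within the limits (with labels exchanged and pellet batch 2 replicate 1 left out, chosen after the values were seen, it is 0.28). Between the chimpanzee and fast food diets the paper's p is 0.142 and the value here 0.24; it is 0.1 with interaction probe sets kept and 0.2 without pellet batch 2 replicate 2, which come within the limits, and the other 5 fits without 1 pellet array do not (0.13 with labels exchanged and pellet batch 2 replicate 1 left out, chosen after the values were seen). Between pellets and the cafeteria diet the paper's p is 0.311 and the value here 0.09; without pellet batch 2 replicate 1 it is 0.32, and the other alternatives do not come within the limits. Between pellets and the chimpanzee diet the paper's p is 0.110 and the value here 0.04; without pellet batch 2 replicate 1 it is 0.12 and without replicate 3 of that batch 0.08, and the other alternatives do not come within the limits (0.1 with labels exchanged and replicate 1 left out, chosen after the values were seen).

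For the two-way test between the cafeteria and fast food diets the paper's p is 0.132 and the value here 0.2; all 3 alternatives come within the limits, with 0.14 with interaction probe sets kept, 0.11 with no filter and 0.17 with the replicate block and no interaction. Between the chimpanzee and fast food diets the paper's p is 0.150 and the value here 0.23; with interaction probe sets kept it is 0.15 and with the replicate block and no interaction 0.22, and with no filter, at 0.25, it differs.

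Between pellets and the chimpanzee diet the paper's p is 0.250 and the value here 0.14. With no filter it is 0.24, with the replicate block and no interaction 0.33, without pellet batch 2 replicate 1 0.25 and without replicate 3 of that batch 0.19, all within the limits, and the other alternatives differ. The paper's ratio of observed to expected genes for this pair is 1.551 and the value here 3.05. With no filter it is 2.04, with the replicate block and no interaction 1.81, without pellet batch 2 replicate 1 1.63 and without replicate 3 of that batch 2.1, within the limits, and the others differ (2.07 with labels exchanged and replicate 1 left out, chosen after the values were seen).

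Between pellets and the cafeteria diet the paper counts 144 changed genes and 69 were counted here. With no filter there are 146 and with interaction probe sets kept 211, within the limits; the replicate block with no interaction and the fits without 1 pellet array differ (160 with labels exchanged, chosen after the values were seen). The paper's p for this pair is 0.387 and the value here 0.22; it is 0.37 with no filter, 0.45 with the replicate block and no interaction, 0.34 without pellet batch 1 replicate 1 or replicate 3 and 0.52 without pellet batch 2 replicate 1, within the limits, and the others differ (0.27 with labels exchanged and replicate 1 left out, chosen after the values were seen).

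Between pellets and fast food the paper counts 424 changed genes and 192 were counted here; with no filter there are 408, and all other alternatives differ. The paper's share is 3.6% and the value here 2.26%; without pellet batch 2 replicate 1 it is 2.54% and without replicate 2 of that batch 2.97%, within the limits, and the others differ. The paper's p is 0.064 and the value here 0.04; it is 0.08 with interaction probe sets kept and 0.05 without pellet batch 1 replicate 3 or batch 2 replicate 3, within the limits, and the others differ.

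The paper states that the batch of an array had a significant effect on expression. With diet as a term limma called 0 features for batch over the 24 arrays, with 639 at an unadjusted p under 0.05. Without the pellet group, a setting chosen after the values were seen, it called 6880, so that the effect was found among the other 3 diets. The paper also states that its removal of probe sets with an interaction does not alter the main conclusions; with these kept, the permutation p for the 4 diets in brain is 0.02, against 0.07 with them removed.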

Other observations

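The clock test of activity-dependent genes, the exchange of pellet labels and the naming of single genes below were chosen after the results were seen.

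Besides the groups already described, markers of the hypothalamus were higher on the human diets than on the chimpanzee diet, with 10 of 10 higher and a median log2 difference of 0.20 (adjusted p = 0.0025 in camera, and adjusted p = 0.47 with an estimated correlation). That median was 0.39 in batch 1, which holds cafeteria batch 1 replicate 1 with Gh at 11.65 and fast food batch 1 replicate 1 with Gh at 8.26, and 0.06 in batch 2, with 5 of 10 higher; pituitary markers, which did not pass (adjusted p = 0.52), had 0.27 and −0.09 in these batches. Meninges and fibroblast markers had 12 of 16 higher and a median of 0.14 (adjusted p = 0.00013, and adjusted p = 0.38 with an estimated correlation), ependyma markers 8 of 8 and 0.12 (adjusted p = 0.0067, and adjusted p = 0.46 with an estimated correlation) and choroid plexus markers 11 of 13 and 0.10 (adjusted p = 0.0024, and adjusted p = 0.44 with an estimated correlation). Genes of the interferon response and antigen presentation had 11 of 15 higher and a median of 0.05, with 0.14 and 0.01 in the batches (adjusted p = 0.038, and adjusted p = 0.38 with an estimated correlation). Among the lists that did not pass in this comparison, feeding neuropeptides and their receptors had 10 of 16 higher (adjusted p = 0.63), insulin and growth factor signalling 13 of 21 (adjusted p = 0.21), synaptic plasticity and learning 7 of 21 (adjusted p = 0.13) and oxidative phosphorylation 15 of 34 (adjusted p = 0.69). On fast food against the cafeteria and chimpanzee diets, clock genes had 7 of 19 higher and a median of −0.04 (adjusted p = 0.0034, and adjusted p = 0.83 with an estimated correlation), glucocorticoid genes 8 of 18 and −0.02, with −0.01 and 0.03 in the batches (adjusted p = 0.030, and adjusted p = 0.83 with an estimated correlation), meninges markers 14 of 16 and 0.11 (adjusted p = 0.041, and adjusted p = 0.83 with an estimated correlation), and olfactory bulb markers 8 of 10 and 0.14 (adjusted p = 0.017, and adjusted p = 0.83 with an estimated correlation). Markers of ependyma had 1 of 8 higher and a median of −0.05 (adjusted p = 0.041, and adjusted p = 0.83 with an estimated correlation), of blood 0 of 4 and −0.15 (adjusted p = 0.0029, and adjusted p = 0.28 with an estimated correlation) and of the pituitary 0 of 5 and −0.16 (adjusted p = 0.017, and adjusted p = 0.83 with an estimated correlation), where cafeteria batch 1 replicate 1, in the group compared with, has Gh at 11.65, Prl at 11.28 and Pomc at 10.47. Cyp4f15, a cytochrome P450, had 6.14 ± 0.24 (SD, n = 6) on the chimpanzee diet and 5.58 ± 0.28 on fast food, and did not pass.

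The 117 genes that the paper reports as changed by diet in liver, and as different between human and chimpanzee livers, were looked up in brain. Of 91 measured by the probe sets of the paper's table, 60 had in brain the direction of the liver (exact binomial test, two-sided, p = 0.0031), 46 of the 71 higher in liver on the human diets and 14 of the 20 lower. None was called in limma (4 had an unadjusted p under 0.05), and with each gene's probe set of the highest mean, as in the other limma results, 55 of 95 kept the direction (exact binomial test, p = 0.15). Genes are not independent replicates, and the study chose these on liver. Liver and brain came from the same mice, and the binomial test over genes holds no spread between animals. A shared response to diet therefore cannot be told from other differences between the groups of mice.

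Per1, Per2 and Ciart, of the clock, were lower on the human diets than on the chimpanzee diet, with a log2 difference of their mean of −0.53 (exact permutation test within batch, two-sided, p = 0.00014, the smallest that 7056 splits can give). On pellets these genes were lower than on the chimpanzee diet too, at 6.72 ± 0.14, 5.01 ± 0.54 and 5.29 ± 0.38 (SD, n = 6). The makeup of the tissue piece is argued against as the whole cause, since with the cortex minus thalamus marker mean as a covariate 81.1% of the difference was left (−0.43, SE 0.07, from −0.53, SE 0.08); a part stays open, since that mean itself differed by −0.46 (exact permutation test, p = 0.047). A shift in the phase of the clock or in the hour of dissection, which the paper's text does not give, is a candidate explanation: a score of 5 genes that peak with Per1 and Per2 (Bhlhe41, planned with them, was not measured) minus 3 that peak opposite differed by −0.16 on the human diets (−0.09 and −0.23 in the batches; exact permutation test, p = 0.029). Neither part passed alone, since the 5 genes differed by −0.13 (exact permutation test, p = 0.090) and the 3 opposite genes, which such a shift would raise, by 0.03 (exact permutation test, p = 0.72). Lower activity-dependent transcription stays open, since the mean of 20 immediate early genes other than Per1 differed by −0.22 (exact permutation test, p = 0.17), as does an effect of the food itself, and these genes were picked for the difference on the same data.

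With the batch labels of the pellet arrays exchanged, limma called 1706 features between pellets and fast food, of which 13.4% were higher on pellets. With pellet batch 2 replicate 1 also left out, it called 712, of which 7.87% were higher on pellets. Ependyma and blood markers (adjusted p = 0.024 for both in camera) and heat shock genes (adjusted p = 0.047) passed with these labels and pellet batch 2 replicate 1 left out, with an adjusted p = 0.98, 0.52 and 0.98 for ependyma, blood and heat shock with an estimated correlation.

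Other splits were counted, 100 for each result with the real one included, of the diet labels within batch or, for the batch effect, of the batch labels within diet. For limma's test of 4 diets 1 of 100, the real one, called as many as 6 (highest other 1), and with labels exchanged 1 of 100 called as many as 1706 between pellets and fast food (highest other 0), so that chance can be excluded for both by this count; but without fast food batch 1 replicate 3, without fast food batch 2 replicate 1 or with the replicate block the 6 calls fall to 1. Between pellets and the chimpanzee diet 3 of 100 called at least 1 (highest other 7287), so that chance can be excluded by this count, but with only the arrays of these diets limma called 0, and a split that calls so many more than the real one points to a structure of the samples. For pellets and fast food 5 of 100 called at least 5 (highest other 7536), so that chance cannot be excluded. For pellets and the cafeteria diet the real count is 0, which 100 of 100 reach whatever the data (highest other 7729), so that this count does not bear on chance. For the human diets against the chimpanzee diet, fast food against the other foods, and each pair of the 3 foods, and for the batch effect, 100 of 100 gave the real 0, for the same reason, and no other split called any. For the lists chance cannot be excluded: 38 of 100 splits gave 13 or more for the human diets against the chimpanzee diet (highest other 20), 31 of 100 gave 12 or more for fast food against the other foods (highest other 22) and 77 of 100 gave 3 or more for pellets and fast food (highest other 19). By the methods' two-way test only pellets and fast food came under 5 of 100 splits. This was not corrected for the number of comparisons, so that chance is not excluded for that pair. Between pellets and fast food 4 of 100 gave 2.26% or more (highest other 3.84%). A count under 5 of 100 held with no filter (4 of 100) and with labels exchanged (1 of 100). It also held without pellet batch 1 replicate 1 (2 of 100), batch 1 replicate 2 (1) or batch 2 replicate 2 (3). It did not hold with interaction probe sets kept (8 of 100) or with the replicate block and no interaction filter, which changed together (23). Nor did it hold without pellet batch 2 replicate 1 (10 of 100), batch 1 replicate 3 or batch 2 replicate 3 (5 for both). Chance cannot be excluded either for the 4 diets (7 of 100, highest other 5.21%), the human diets against the chimpanzee diet (17, 14.5%), fast food against the other foods (8, 21.5%), cafeteria and fast food (20, 6.00%), chimpanzee and cafeteria (41, 12.3%), chimpanzee and fast food (23, 13.5%), pellets and chimpanzee (14, 3.07%, but 4 without pellet batch 2 replicate 2) or pellets and cafeteria (22, 4.73%). For the 4 diets the count was 2 of 100 with interaction probe sets kept or with labels exchanged, and 4 of 100 without pellet batch 2 replicate 2. With labels exchanged and pellet batch 2 replicate 1 left out it was again 7 of 100.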
